A study of Mus musculus with 6 samples. Its data were reported in "Cellular pyrimidine imbalance triggers mitochondrial DNA–dependent innate immunity" (2021).

How the data were processed

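RNA sequencing of poly(A)-selected transcripts was carried out by the authors on mouse embryonic fibroblasts (MEFs) of 2 genotypes, wild type (WT) and Yme1l-/-, with 3 cultures of each. Yme1l encodes YME1L, an ATP-dependent protease of the mitochondrial inner membrane. According to the study, MEFs from mice with floxed Yme1l alleles were immortalized with SV40, the gene was deleted with Cre recombinase, and cells were grown up as individual clones. The labels of the 6 samples name the genotype and number the samples of each, and they name no clone, batch or sequencing date. That the samples are independent cultures is stated by the study.

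The authors mapped read pairs from stranded libraries to the mouse genome build mm10 with HISAT, assembled transcripts with StringTie on Ensembl annotation, and compared the genotypes with Cufflinks. The count table deposited by the authors holds raw fragment counts, whole numbers without normalization, for 51499 assembled loci. How fragments that map to several places were counted is not stated. Transcripts that overlap were merged by the authors into a single locus whose name joins the gene symbols, which applied to 635 loci, 387 of them among the loci tested. The counts of such a locus cannot be divided among its genes. Members of gene families with near-identical copies (the Ifit, Oas, Gbp, Trim30 and Ifi27 families and the Ifi203 to Ifi205 genes in the lists used here) can exchange fragments, so values of single members are uncertain. The authors' deposited table of the comparison holds FPKM values (fragments per kilobase of transcript, scaled to library size) as 1 combined value per genotype, the log2 ratio of these values, and the p-value and q-value of the authors' test. It lists some loci on several rows, because a locus with several Ensembl identifiers was repeated. Coordinates were taken from that table (mm10, starts converted to count from 1) by gene name, and 18 tested loci whose name did not give a single position were left out of analyses by chromosome.

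Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Loci were kept with filterByExpr (minimum count 10), which left 13867 loci. Library sizes were scaled with TMM factors, and the genotypes were compared with edgeR's quasi-likelihood test (glmQLFit with robust estimation, glmQLFTest, two-sided) without covariates. Each adjusted p-value of a gene is from this test with Benjamini-Hochberg adjustment over all loci tested, and an adjusted p under 0.05 counted as a call. Log2 fold changes are Yme1l-/- over WT and are given with their standard error (SE), obtained from the fold change and the test statistic. Expression is given as CPM (counts per 1e6 fragments of the TMM-scaled library size), as mean ± SD. Where all libraries of a genotype had 3 counts or fewer, a fold was computed against 3 counts in the library of that genotype where these weigh most and is a lower bound. Such bounds, and the precision that depth allows, cover counting error only, since fragments copied by PCR were not identified.

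Gene lists were fixed before the data were examined. The mtDNA-stress ISG list holds 44 interferon-stimulated genes (ISGs) that the study set out from earlier work on cells with mitochondrial DNA stress, to which the study added Mx1. The further interferon-response list (67 symbols), the DNA damage and p53 target list (25) and the integrated stress response list (25) were written from general knowledge. The remaining lists were DNA sensing and signalling genes (16), nucleotide metabolism genes (18) and the mitochondrially encoded transcripts (13). Ddx58, Ifih1, Stat2 and Irf9 are among the genes in both the first list and the sensing list, and Cmpk2 is in both the first list and the nucleotide list. For 5 lists (not for the sensing and nucleotide lists) the limma test camera was run, two-sided, with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the 5 lists. The loci of each of 20 chromosomes (19 autosomes and X) were tested with camera in the same way, adjusted over chromosomes. Apart from Yme1l and the list members, genes were named by a rule fixed before the data were examined. It took the 5 highest and the 5 lowest log2 fold changes among calls with a mean of at least 10 CPM in the higher genotype, no overlap between the libraries of the genotypes, and a symbol other than that of a predicted gene. Loci named outside this rule (sex-linked and HOX transcripts, pseudogenes of mtDNA and Tmem38b) were chosen after their values were seen. Values of some single list members are not reported here.

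Alternatives fixed before the data were examined were RLE or upper-quartile scaling, the Wald test of DESeq2 1.42.0, no filter beyond a total of 1 count, at least 10 counts in every sample, the replicate number as a block, and leaving out each culture in turn. For lists, camera with an estimated correlation and fry were also run. Removal of each chromosome's median, thinning of all libraries to the smallest total, and the ISG list without merged loci were added after the data had been seen. GC content and transcript length were taken from the longest GENCODE M21 transcript of each symbol, which gave values for 98.5% of the tested loci. Figures were drawn with matplotlib 3.10.9.

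The procedure was tested on simulated counts drawn with the means and library sizes of the real loci. Genes were drawn independently, with the same dispersion for all and no effect shared within a library. Of 198 changed genes among 13695 genes tested, with a 2-fold change, 97.0% were called in the right direction, with 6 false calls. In a simulation without any change, 0 of 13672 genes were called, and 675 had an unadjusted p under 0.05. With chromosome 15 shifted by 0.5 on the log2 scale, camera called 1 chromosome, and it was chromosome 15.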

Results

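Transcripts of immortalized WT and Yme1l-/- MEFs were measured by RNA sequencing of 3 cultures per genotype. The comparison addresses how gene expression differs between the genotypes, in particular that of interferon-stimulated genes and of genes for nucleotide metabolism. According to the study the cells were grown up as individual clones, and the sample labels name no clone. The p-values measure spread between cultures. If the cultures of a genotype share a clone, differences between clones count as differences between genotypes. The WT libraries held 34012520, 33650897 and 33180867 counted fragments (replicates 1 to 3), and the Yme1l-/- libraries held 34624075, 49351107 and 49157459. Between 18232 and 19158 of the 51499 loci had a fragment in a given library. The 10 most abundant loci took between 4.82% and 5.40% of a library. TMM factors lay between 0.973 and 1.04. The first principal component of log2 CPM held 91.1% of the variance and separated the genotypes. Across loci, which are not independent replicates, Pearson correlations of log2 CPM were 0.992 to 0.996 between libraries of a genotype and 0.909 to 0.912 between libraries of different genotypes. Libraries of a genotype differed by more than sampling noise, with a chi-square statistic per degree of freedom of at least 8.71, so none was a repeat of the same counts. They were counted as replicates because the labels number them and the study describes 3 independent cultures per genotype.

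The targeted gene was examined first. Yme1l1 (the symbol of Yme1l in the deposited tables, mm10 chromosome 2, 23156369 to 23199260) had 6327, 6292 and 5968 fragments in the WT libraries and 1327, 1963 and 2067 in the Yme1l-/- libraries. This corresponded to 188.7 ± 5.16 CPM (SD, n = 3) in WT and 39.1 ± 1.34 CPM (SD, n = 3) in Yme1l-/-, so that 20.7% of the WT level was left. The log2 fold change was -2.27 ± 0.05 (SE), with an edgeR adjusted p of 2.4e-11. All 3 Yme1l-/- libraries lay below all 3 WT libraries, in the direction that the labels give.

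Of 13867 loci tested, 9387 (67.7%) had an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Among these, 4653 were higher and 4734 were lower in Yme1l-/-. A change of at least 2-fold was found for 2459 of the calls, 1262 higher and 1197 lower. The biological coefficient of variation was 8.47%. The libraries of both genotypes did not overlap for 71.9% of the tested loci, where chance gives 10% for any single locus. The number of calls moved most, to 8513, when at least 10 counts were required in every sample. The count of calls with at least 2-fold change fell to 1587 under that filter, which removes loci at the floor in either genotype, and rose to 3244 without a filter beyond a total of 1 count. At the floor of 3 counts in every WT library were 70 of the calls, and 189 were at the floor in every Yme1l-/- library.

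The genes with the largest fold changes were near or at the floor in a genotype. Among the 5 highest, Asb4 (chromosome 6, 5383386 to 5433022) had at most 2 fragments in the WT libraries and 35.9 ± 1.28 CPM (SD, n = 3) in Yme1l-/-, at least 391-fold higher. Rgs17 (chromosome 10, 5825663 to 5922400) had 12.98 ± 1.11 CPM (SD, n = 3) in Yme1l-/-, at least 141-fold higher. Hoxc13 rose from 0.173 to 27.3 CPM, with a log2 fold change of 7.28 ± 0.17 (SE). Limch1 and Sox11 had log2 fold changes of 6.95 ± 0.22 and 6.90 ± 0.13 (SE). Among the 5 lowest, no fragment was counted in any Yme1l-/- library. Cdh13 (chromosome 8, 118283733 to 119324921) had 191 ± 8.94 CPM (SD, n = 3) in WT and was at least 2230-fold lower in Yme1l-/-. Hoxd13 (chromosome 2, 74668310 to 74671599) had 173.1 ± 4.07 CPM (SD, n = 3) in WT and was at least 2020-fold lower. AC122860.2 was at least 408-fold lower, Sox2 at least 286-fold lower and Penk at least 221-fold lower. The call for Penk, whose edgeR adjusted p was 0.033, depended on the processing. Its 389, 1126 and 347 fragments in the WT libraries varied, and the call was lost in 5 of the 6 fits that each left out a culture. The bound for Penk was 131-fold without WT replicate 2, at the scaling of all libraries. Its adjusted p ranged from 2.9e-16 with DESeq2 to 0.129 without WT replicate 1.

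The study asked whether ISGs that respond to mitochondrial DNA stress are induced in Yme1l-/- cells. Of the 44 genes of the mtDNA-stress ISG list, 42 loci were tested, 6 of them merged with a neighbouring gene. Of these, 36 were higher and 1 was lower in Yme1l-/- at an adjusted p under 0.05, and 32 were at least 2-fold higher. Adjusted over the list alone, 37 were higher and 1 was lower. The median log2 fold change of the list was 1.86 (interquartile range 1.18 to 2.69), with no locus at the floor, and camera gave an adjusted p of 3.2e-19. In 36 of the 42 loci all 3 Yme1l-/- libraries lay above all 3 WT libraries. The largest increases were those of Ifi44, from 0.355 ± 0.0443 to 12.9 ± 2.00 CPM (SD, n = 3), with a log2 fold change of 5.17 ± 0.18 (SE), of Oas3 (4.71 ± 0.22, SE) and of Trim30a (4.56 ± 0.25, SE). Usp18 rose by 3.10 ± 0.14, Irf7 by 2.57 ± 0.11, Mx1 by 1.74 ± 0.45 and Isg15 by 1.33 ± 0.10 (log2 fold change ± SE). Mx1 had only 3 to 17 fragments per WT library, and its log2 fold change went from 1.33 to 2.58 over the 6 fits that each left out a culture. The increase was not shared by all members. Ifi205 (0.20 ± 0.16), Ccl5 (0.20 ± 0.09) and Ddx60 (0.35 ± 0.15, log2 fold change ± SE) were above 0 but not called. Ddx60 was close to a call, with an edgeR adjusted p of 0.0586 over all loci and 0.0447 over the list alone. The authors' deposited table marked Ddx60 as significantly higher, with a log2 fold change of 0.855 and a q of 0.0172. Ifit1, Ifit3 and Ifit3b did not rise, whereas Ifit1bl2 of the same family rose by 1.52 ± 0.43 (SE) from at most 6 fragments per WT library. Ifit1 was at a log2 fold change of 0.00 ± 0.08 (SE), with a sign that changed under other scalings, and Ifit3 at -0.34 ± 0.18 (SE). Neither was called, although Ifit3 was called lower without WT replicate 1, at -0.51, with the replicate number as a block, at -0.34, and with chromosome medians removed, at -0.46. The lower call was Ifit3b, at -0.85 ± 0.30 (SE), and it was lost without WT replicate 2, where its log2 fold change was -0.44, and without Yme1l-/- replicate 1 or 3. Its edgeR adjusted p ranged from 0.00482 to 0.168 over the alternatives. The largest move of the list median, to 1.75, came without WT replicate 1. Under camera with an estimated correlation, the adjusted p of this list, of the further interferon-response list and of the integrated stress response list was 0.102 for each, so these calls were lost. Under fry all 3 calls held, with adjusted p-values of 0.00011, 6.4e-05 and 4.5e-05. Fry tests the members on average against no change and not against the other loci. It also called the DNA damage and p53 target list, at a fry adjusted p of 0.000118, so a call by fry does not set a list apart from the other loci.

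**Figure D1:**
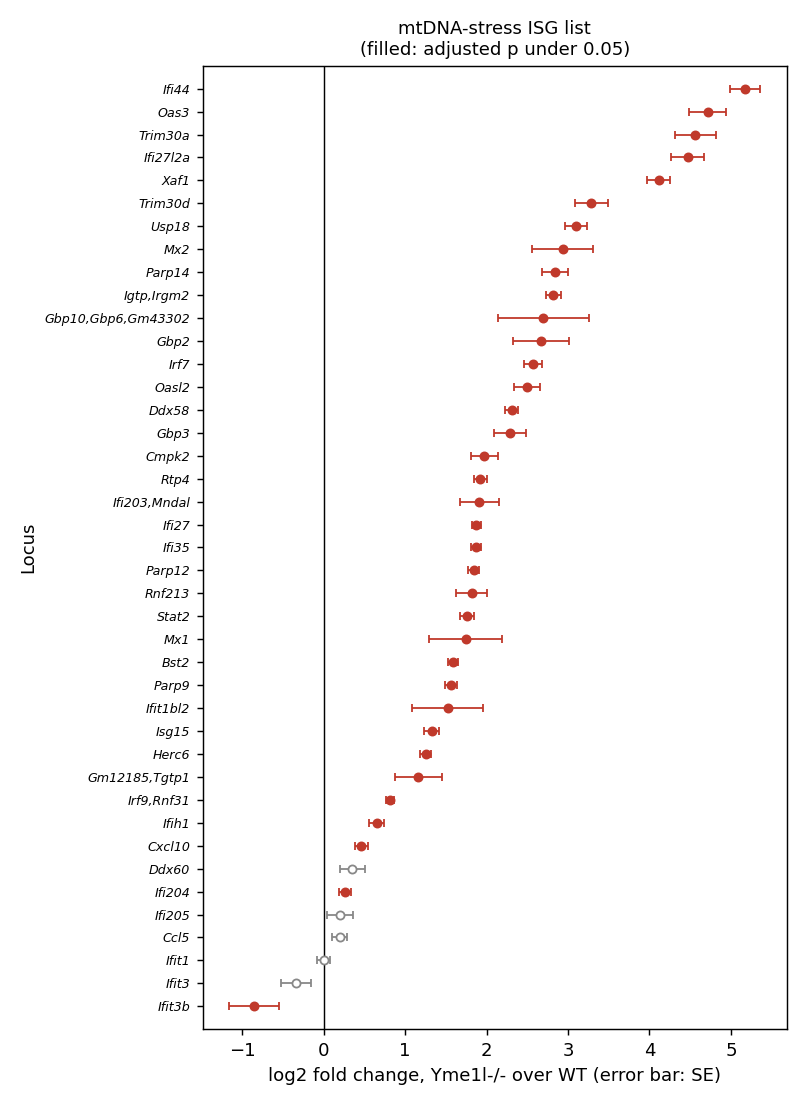
Log2 fold change of Yme1l-/- over WT (x axis, log2 scale) for 41 of the tested loci of the mtDNA-stress ISG list (y axis), with the SE as error bar and n = 3 cultures per genotype; filled points have an edgeR adjusted p under 0.05. Of the filled points, 35 lie above 0 and 1, Ifit3b, lies below.

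In the further interferon-response list, 62 loci were tested, of which 45 were higher and 7 were lower in Yme1l-/-. The counts were 45 and 7 also when adjusted over the list alone. The median log2 fold change was 0.95, also with the locus at the floor in WT (Sp110) at its bound, and camera gave an adjusted p of 1.4e-13. All 3 Yme1l-/- libraries lay above all WT libraries in 45 of the loci. In the list, 7 loci were merged with other genes.

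Transcripts of the DNA and RNA sensing pathways were compared next. Of 15 tested loci, 11 were higher and 3 were lower, with the same numbers adjusted over the list alone, and 4 of the loci were merged with other genes. Ddx58, which encodes RIG-I, rose from 21.01 ± 1.35 to 103.9 ± 11.1 CPM (SD, n = 3), a log2 fold change of 2.31 ± 0.08 (SE) with an edgeR adjusted p of 2.1e-09. Stat2 rose by 1.76 ± 0.08 and Tmem173, which encodes STING, by 0.92 ± 0.06 (log2 fold change ± SE). Smaller increases were measured for Tfam (0.42 ± 0.05, SE) and Tbk1 (0.40 ± 0.05, SE). Mb21d1, which encodes cGAS, went from 45.9 ± 1.12 to 38.8 ± 1.17 CPM (SD, n = 3), a log2 fold change of -0.24 ± 0.05 (SE) with an edgeR adjusted p of 0.00105. Mb21d1 lies on chromosome 9, whose loci had a median of -0.36, and with chromosome medians removed, an alternative chosen after seeing the data, it was called higher, with a log2 fold change of 0.12 and an edgeR adjusted p of 0.0486. Over all alternatives that p ranged from 0.00012 to 0.0486. With the medians removed, Tbk1 on chromosome 10 was at 0.10 and was no longer called, and Tfam on the same chromosome was called at 0.13. Irf3 was at -0.23 ± 0.05 (SE). The interferon beta gene Ifnb1 had at most 1 fragment in any library and was not tested.

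**Figure D2:**
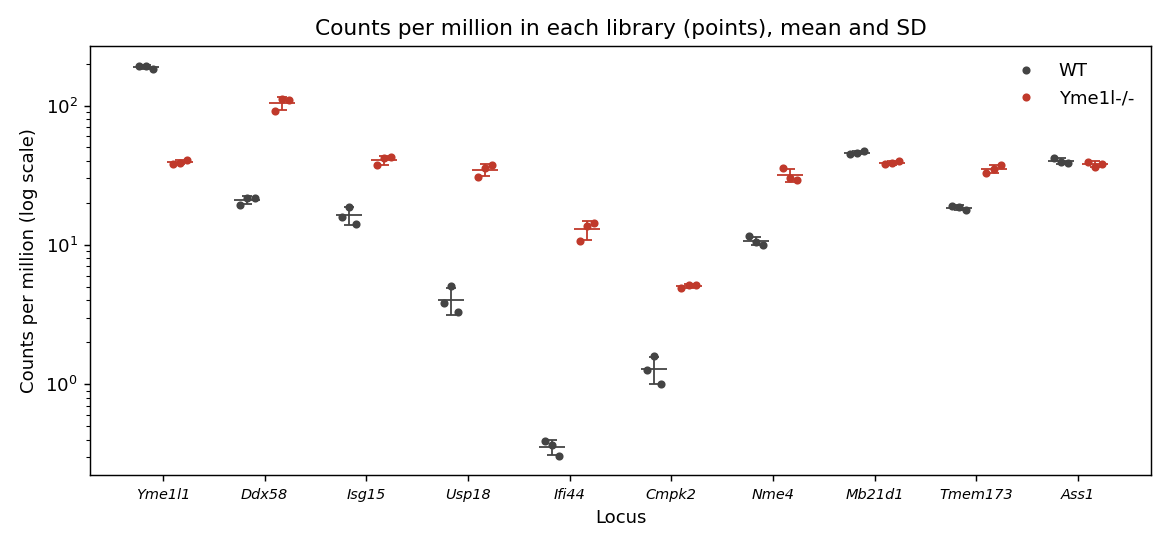
Expression in CPM (y axis, log scale) of selected loci (x axis) in each of the 3 WT and 3 Yme1l-/- libraries; points are libraries, and bars give the mean and SD. Yme1l1 falls from 188.7 to 39.1 CPM and Ddx58 rises from 21.01 to 103.9 CPM, whereas the libraries of both genotypes overlap for Ass1.

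Among 18 genes of nucleotide metabolism, 8 were higher and 5 were lower, with the same numbers adjusted over the list alone. Cmpk2, which encodes a mitochondrial pyrimidine nucleotide kinase, rose from 1.29 ± 0.289 to 5.07 ± 0.138 CPM (SD, n = 3), a log2 fold change of 1.97 ± 0.16 (SE) with an edgeR adjusted p of 1.0e-06. Nme4, which encodes a mitochondrial nucleoside diphosphate kinase, rose from 10.7 ± 0.775 to 31.6 ± 3.35 CPM (SD, n = 3), a log2 fold change of 1.56 ± 0.09 (SE) with an edgeR adjusted p of 4.6e-08. The pyrimidine carrier gene Slc25a33 rose by 0.37 ± 0.09 (SE). Ak4 had a log2 fold change of -2.38 ± 0.14 and Slc29a1 of -0.52 ± 0.05 (SE). For Ass1 the difference was within the replicate error, with 40.1 ± 1.75 CPM in WT and 38.1 ± 1.68 CPM in Yme1l-/- (SD, n = 3) and an edgeR adjusted p of 0.254.

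No shift of the DNA damage and p53 target list as a whole was detected by camera (median log2 fold change 0.02, adjusted p 0.261). Its 25 tested loci went both ways, with 10 higher and 4 lower, the same numbers adjusted over the list alone. Fas (1.98 ± 0.13) and Gadd45a (1.37 ± 0.14) were higher, and Pmaip1 was lower (-2.10 ± 0.12, log2 fold change ± SE). Cdkn1a was at -0.19 ± 0.06 (SE), with an edgeR adjusted p of 0.018 that ranged from 0.000438 to 0.0852 over the alternatives and was 0.0789 under upper-quartile scaling. Mdm2 was at 0.12 ± 0.06 (SE) and not called. It was called higher under upper-quartile scaling, at 0.17, and without Yme1l-/- replicate 1, at 0.18, and lower with chromosome medians removed, at -0.18. The self-contained directional test fry, which asks whether the members on average differ from no change rather than from the other loci, gave an adjusted p of 0.000118 for this list.

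The 13 mitochondrially encoded transcripts were counted as 10 loci. Of these, 1 was higher and 2 were lower. Adjusted over the list alone, 0 were higher and 2 were lower. The median was -0.23 and camera gave an adjusted p of 0.941. mt-Nd2 (-0.40 ± 0.06) and mt-Nd5 (-0.54 ± 0.07) were lower and mt-Co1 (0.29 ± 0.11, log2 fold change ± SE) was higher, a call that was lost in 4 of the 6 fits that each left out a culture, with values down to 0.22. Without WT replicate 2 the list median was 0.38. That library decided the sign because 3 neighbouring loci differed widely between cultures of a genotype. mt-Co2 had 3922, 120003 and 244 fragments in the WT libraries and 29185, 8285 and 22410 in the Yme1l-/- libraries, and its log2 fold change was -1.40 ± 2.18 (SE).

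A list of integrated stress response genes, targets of the transcription factor ATF4, was also fixed in advance. All 24 tested loci had a log2 fold change above 0. Of these, 19 were called higher, also when adjusted over the list alone. The median log2 fold change was 0.95 and camera gave an adjusted p of 6.3e-11. All 3 Yme1l-/- libraries lay above all WT libraries in 21 of the loci. Trib3 rose by 2.51 ± 0.07, Ddit3 by 1.97 ± 0.07, Asns by 1.39 ± 0.05 and Atf4 itself by 0.99 ± 0.05 (log2 fold change ± SE). The move of this list under alternatives was largest with chromosome medians removed, to a median of 0.69, where Atf4, which lies on chromosome 15, was called at 0.40.

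Since the cells of each genotype were grown from clones of an immortalized line, the loci of each chromosome were tested as a set. Of 20 chromosomes, 12 had a camera adjusted p under 0.05. Chromosome 15 had the highest median log2 fold change, 0.59 over 545 loci (adjusted p 1.5e-13), and 81.3% of its loci were higher in Yme1l-/-. Medians were 0.36 for chromosome 11, 0.34 for chromosome 6 and 0.30 for chromosome 10. The lowest median was that of chromosome 12, -0.44 over 509 loci (adjusted p 6.4e-07), followed by -0.36 for chromosome 9 and -0.32 for chromosome 8. The X chromosome had a median of -0.21. The 3 Yme1l-/- libraries gave medians of 0.602, 0.601 and 0.591 for chromosome 15. The number of chromosomes called moved most without the filter on low counts, to 9.

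**Figure D3:**
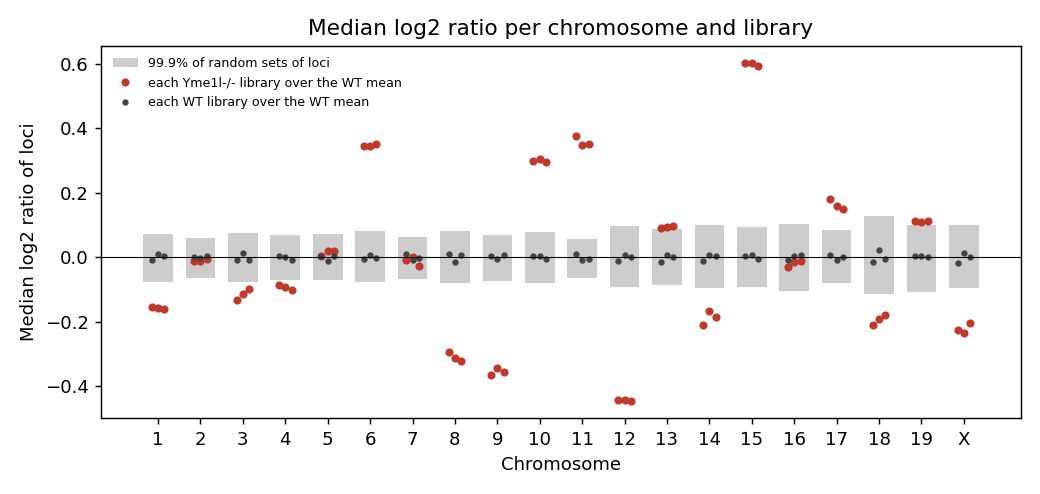
Median log2 ratio of the loci of each chromosome (x axis) in each library over the mean of the WT libraries (y axis, log2 scale); points are libraries, and grey boxes span the middle 99.9% of medians of random sets of as many loci. The Yme1l-/- libraries lie near 0.60 for chromosome 15 and near -0.44 for chromosome 12, outside the boxes.

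The calls were compared with those of the authors' own test. The authors' deposited table marked 6407 loci as significant, 3291 higher and 3116 lower in Yme1l-/-. Matching by name and the filter left 6336 of these loci. In the edgeR test, 6221 of them (98.2%) were called in the same direction. Only Tmem38b was called in the opposite direction, at -0.29 ± 0.11 (SE) here and 1.00 in the authors' deposited table. That edgeR call was lost under DESeq2 (adjusted p 0.0524), under upper-quartile scaling and in 4 of the 6 fits that each left out a culture. Conversely, the authors' deposited table marked 6222 of the 9387 edgeR calls as significant. Named calls that it did not mark include Asb4 (q of the authors' test 0.334), Rgs17 (0.348), Tfam (0.057), Irf3 (0.063), Mb21d1 (0.0504) and Cdkn1a (0.129). Across 13263 loci, the log2 fold changes correlated with those in the authors' deposited table with a Pearson r of 0.992, where loci are not independent replicates. For Yme1l1 the authors' deposited table gave a log2 fold change of -2.17.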

Values the study reported

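The study reported 3519 transcripts significantly upregulated in Yme1l-/- MEFs relative to WT MEFs, of which 1774 were counted as ISGs, from n = 3 independent cultures.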

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

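Directions and calls were compared over the alternatives named with the methods. Removal of chromosome medians, thinning to the smallest library and the ISG list without merged loci were chosen after seeing the data. The number of calls ranged from 8513 to 10051, and no locus called both as reported and under another scaling, filter, block or omission changed direction. Under upper-quartile scaling 55.1% of the calls were higher in Yme1l-/-, against 49.6% as reported, and the median of all loci was 0.0552. The Yme1l log2 fold change stayed between -2.29 and -2.21. Calls with at least 2-fold change numbered 1587 with at least 10 counts in every sample, since fewer loci were tested, and 3244 without a filter beyond a total of 1 count.

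With camera's estimated correlation the medians of the ISG, further interferon and integrated stress response lists were by construction 1.86, 0.95 and 0.95, but their adjusted p was 0.102, as the estimated correlations were 0.409, 0.157 and 0.232 in place of 0.01. Under fry, which tests the members on average against no change and not against the other loci, the DNA damage list (median 0.018) was called. Its median changed sign only without Yme1l-/- replicate 2, with a range from -0.0052 to 0.015 over the 6 fits that each left out a culture.

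Replicate numbers did not pair the samples: the deviations of same-numbered cultures from their genotype means correlated at 0.14, -0.094 and 0.048. With the replicate number as a block, 9794 loci were called. In that fit with the replicate block the median of the mitochondrially encoded transcripts was 0.21, mt-Co2 was at 2.29 and Ifit1 at -0.000174. Among the results for which a value under the block was recorded, no other direction changed.

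When each culture was left out in turn, the number of calls ranged from 8847 to 9406, the median of the ISG list from 1.75 to 1.91, that of the mitochondrially encoded transcripts from -0.32 to 0.38, mt-Co2 from -2.07 to 2.92 and Ifit1 from -0.053 to 0.071. The sign changes of the mitochondrial list and mt-Co2 came without WT replicate 2, the library with most mt-Co2 fragments. Ifit1, whose difference was never called, was at -0.00280 with RLE factors, -0.00302 with DESeq2, -0.00402 without a filter, -0.018 after thinning and -0.11 with chromosome medians removed. Also with chromosome medians removed, Mb21d1 was at 0.12 and Mdm2 at -0.18, by the subtraction itself. Among single genes, chromosomes and partial counts of lists, 48 other values changed, of which 30 became weaker, 5 stronger and 13 moved by over 1.5 times. Depth limited results at the floor, where only bounds can be given.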

Other observations

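Tests of the Y-linked transcripts, of X reactivation, of the flanking mitochondrial loci, of windows along chromosomes, of the ISG list with chromosome medians removed or without gene families, and of the HOX clusters were chosen after the results were seen.

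The number of genes called was set against other divisions of the samples. Only the real division gave as many, 1 of the 10 splits of the 6 samples into 3 and 3. The other 9 splits gave 0 calls each, and 21 to 202 loci with an unadjusted p under 0.05. These splits mix the genotypes, whose difference then counts as spread within the groups, so few calls were expected of them. With 10 splits a smaller share than 1 of 10 cannot be reached, so the share of splits by itself does not settle whether the division arose by chance. In the simulation without any change, 0 of 13672 genes were called. Its genes were drawn independently and without an effect shared within a library, so few calls were built in, and it does not bear on this question. The libraries of both genotypes did not overlap for 71.9% of the tested loci, where chance gives 10% for any single locus. Loci vary together, so a chance division could also give a high share, and this value does not settle the question either. Whether the difference came with the deletion or with the clone is a separate question that these values do not address.

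The median log2 fold change was shifted on many chromosomes. The medians of 15 of 20 chromosomes lay outside the middle 99.9% of 10000 random sets of loci. On the 11 chromosomes called other than chromosome 17, 141 of 145 windows of 10 Mb (97.2%) had the sign of their chromosome, which argues against single genes or neighbourhoods as the source there. On chromosome 17 only 6 of 9 windows did, and the 3 windows from 60 Mb onwards had medians below 0 (-0.25, -0.11 and -0.20), so a shift of the chromosome and a response of neighbourhoods cannot be told apart with so few windows. Of all 12 chromosomes called, 10 had the same sign among loci of low, middle and high expression. After removal of the trend with GC content and transcript length, chromosome 15 was at 0.62, which argues against such a bias for that chromosome, whereas chromosomes 1, 9, 10, 11, 12, 14, 17, 18 and X among those called moved closer to 0, in proportion most for 1, 14, 17 and 18 (to -0.09, -0.11, 0.10 and -0.13). A gain from 2 to 3 copies would give a log2 ratio of 0.58 and a loss from 4 to 3 copies -0.42, close to the medians of chromosomes 15 (0.59) and 12 (-0.44, or -0.38 after removal of that trend). These ratios start from different copy numbers. A gain from 4 to 5 copies would give 0.32, near chromosomes 6 (0.34), 10 (0.30) and 11 (0.36). Chromosomes 8 (-0.32) and 9 (-0.36) were less negative than -0.42. The medians of chromosomes 1 (-0.15), 14 (-0.17), 17 (0.17), 18 (-0.20) and X (-0.21) were near none of these ratios. Differences in chromosome copy number between the clones are a candidate explanation for the shifts, and DNA was not analysed here. With each chromosome's median removed, 8710 loci were called (9387 as reported), 2303 of them with at least 2-fold change (2459 as reported), and 7514 of the 8710 were also called as reported, 246 of these in the opposite direction. Of the reported calls, 1873 were not called with the medians removed. A change of one gene by less than the shift of its chromosome may therefore reflect the clone, as for Mb21d1.

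The increase of ISGs was weighed against technical sources. The list median was at least 1.85 over 3 other scalings, 1.79 without members of multigene families, 1.80 after removal of the trend with GC content and length (the highest of 10000 random lists matched on expression reached 0.46), 1.85 with all libraries thinned to the smallest total and 1.85 with chromosome medians removed. In Yme1l-/- replicate 1, whose depth was that of the WT libraries, 37 of the 42 loci lay above all WT libraries. These corrections left the median close to the reported value. An ISG response in the Yme1l-/- cells remains as a hypothesis, and whether it came with the deletion or with the clone was not tested, since no further clones were analysed here. Within this response Ifit1, Ifit3 and Ifit3b did not rise, although Ddx58, Irf7 and Usp18 did. Ifi205, Ccl5 and Ddx60 were not called either, although Ddx60 was called higher when adjusted over the list alone.

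The integrated stress response list rose as a set without being a subject of the interferon comparison. Several members lie on chromosomes that were shifted upwards, but with chromosome medians removed the list median was still 0.69, with a camera adjusted p of 1.5e-09, so the shifts may explain a part of the increase and not all of it.

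Sex-linked transcripts differed between the genotypes. The merged locus that contains Xist had 17470, 18126 and 25214 fragments in the WT libraries and 2, 11 and 2 in the Yme1l-/- libraries, a mean of 0.105 CPM in Yme1l-/-. The Y-linked transcripts Ddx3y, Uty, Kdm5d and Eif2s3y had 0 fragments in the Yme1l-/- libraries and in the WT libraries, which argues against a male Yme1l-/- clone that kept its Y chromosome. X-linked loci had a median of -0.21, which argues against reactivation of the inactive X chromosome, as that would raise them. Transcripts known to escape X inactivation lay below that median, from -0.89 for Eif2s3x to -0.56 for Ddx3x, and 0.32% of random sets of 4 X-linked loci had a highest value as low. Eif2s3x had an edgeR adjusted p of 0.0523. Loss of the inactive X chromosome in the Yme1l-/- clone is consistent with these values. Whether the clones came from embryos of different sex cannot be told apart from such a loss, because cells without Xist and without Y-linked transcripts can arise from either sex.

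HOX genes, which keep a record of the position in the body from which fibroblasts were taken, differed between the genotypes. Of 32 HOX loci tested, 30 were called, 22 higher and 8 lower in Yme1l-/-. All 9 tested Hoxb loci and all 7 tested Hoxc loci were higher, whereas in the Hoxd cluster 4 of 6 loci were lower, from Hoxd9 to Hoxd13, and 2 were higher. The Hoxa cluster went both ways, with 4 of 10 loci higher and 4 lower and a median of 0.03. Hoxa11 had 1262, 1255 and 1275 fragments in WT and at most 2 in Yme1l-/-, at least 449-fold lower. The scalings moved the median of all loci to at most 0.0552, less than the change of any tested Hoxb, Hoxc or Hoxd locus. A different origin of the founding cells and an effect of the deletion cannot be told apart, because a parental culture or further clones would be needed.

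The loci mt-Co2, mt-Atp6 with mt-Atp8 and mt-Co3, and mt-Nd3 lie next to each other on mtDNA and differed between WT cultures by 490.5-fold, 1148-fold and 1837-fold. The flanking loci on the same transcript, mt-Co1 and mt-Nd4, differed by 1.33-fold and 2.21-fold, which argues against a difference in the amount of mitochondrial transcript. Pseudogenes derived from mtDNA lie side by side on chromosome 1 (24611535 to 24616197). These 6 loci together held at most 375 fragments in a library, so the fragments that some libraries lacked were not counted there. Fragments that map to both places and were left out of both counts would not show at these loci. A loss of that kind is therefore not excluded. How the counts of these loci were made in the authors' processing was not tested and stays open. The authors' deposited table called mt-Co2 significantly lower in Yme1l-/-, with a log2 fold change of -1.43, and mt-Nd3 as well, with -1.71, whereas neither was called here.

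The authors' deposited table held 3519 significant rows that were higher in Yme1l-/- with a finite fold change. That equals the number of upregulated transcripts quoted from the study above. These rows of the authors' deposited table correspond to 3277 distinct loci, because a locus with several Ensembl identifiers was listed on several rows. The study described a transcriptional increase of Ass1, and cited an immunoblot and earlier work among its evidence. Here the Ass1 transcript was unchanged within error, with a log2 fold change of -0.07 ± 0.06 (SE). The authors' deposited table gave -0.07 with a q of 0.624. These values concern the transcript in these cultures only. They do not address the protein, or the study's report that depleting it abolished ISG expression in Yme1l-/- cells.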
